# Determining the mode of action of anti-mycobacterial C17 diyne natural products using expression profiling: evidence for fatty acid biosynthesis inhibition

**DOI:** 10.1186/s12864-016-2949-y

**Published:** 2016-08-11

**Authors:** Haoxin Li, Andrew Cowie, John A. Johnson, Duncan Webster, Christopher J. Martyniuk, Christopher A. Gray

**Keywords:** Gene network analysis, Natural products, Mode of action, *Mycobacterium smegmatis*, Falcarinol, Panaxydol

## Abstract

**Background:**

The treatment of microbial infections is becoming increasingly challenging because of limited therapeutic options and the growing number of pathogenic strains that are resistant to current antibiotics. There is an urgent need to identify molecules with novel modes of action to facilitate the development of new and more effective therapeutic agents. The anti-mycobacterial activity of the C17 diyne natural products falcarinol and panaxydol has been described previously; however, their mode of action remains largely undetermined in microbes. Gene expression profiling was therefore used to determine the transcriptomic response of *Mycobacterium smegmatis* upon treatment with falcarinol and panaxydol to better characterize the mode of action of these C17 diynes.

**Results:**

Our analyses identified 704 and 907 transcripts that were differentially expressed in *M. smegmatis* after treatment with falcarinol and panaxydol respectively. Principal component analysis suggested that the C17 diynes exhibit a mode of action that is distinct to commonly used antimycobacterial drugs. Functional enrichment analysis and pathway enrichment analysis revealed that cell processes such as ectoine biosynthesis and cyclopropane-fatty-acyl-phospholipid synthesis were responsive to falcarinol and panaxydol treatment at the transcriptome level in *M. smegmatis*. The modes of action of the two C17 diynes were also predicted through Prediction of Activity Spectra of Substances (PASS). Based upon convergence of these three independent analyses, we hypothesize that the C17 diynes inhibit fatty acid biosynthesis, specifically phospholipid synthesis, in mycobacteria.

**Conclusion:**

Based on transcriptomic responses, it is suggested that the C17 diynes act differently than other anti-mycobacterial compounds in *M. smegmatis*, and do so by inhibiting phospholipid biosynthesis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2949-y) contains supplementary material, which is available to authorized users.

## Background

Despite significant progress by the World Health Organization, tuberculosis (TB) remains a global health emergency with millions of patients succumbing to the disease annually [1–3]. Although more than 15 TB drug candidates are currently in pre-clinical or clinical phases of drug development, new candidates are needed to supplement the drug development pipeline [3, 4]. Highly bioactive drug candidates can be selected through high-throughput screening from compound libraries, but it is difficult to select candidates for further pre-clinical trials without determining their specific modes of action (MOAs) [5–9]. It is therefore important to characterize the MOAs of bioactive molecules early in the drug discovery/development process in order to select candidates with high potential of leading to new and improved pharmaceuticals [4, 10].

Metabolic response to environmental stimuli, such as the introduction of an exogenous chemical, can trigger specific gene expression responses that are necessary for growth and survival [11–14]. Transcriptional responses can therefore provide a global view of an organism’s response to exogenous chemical stimuli [15–17]. Gene expression analysis has been used successfully to characterize the molecular targets of pharmaceuticals [14, 18, 19]. For example, microarray analysis of *Mycobacterium tuberculosis* treated with isoniazid and rifampin (Fig. 1) not only generated data that was in good agreement with the known MOAs of these TB drugs; these studies also improved the knowledge of indirect and secondary cellular responses of *M. tuberculosis* under the effects of those drugs [11, 20, 21]. Microarray data obtained from *M. tuberculosis* treated with BTZ043 (Fig. 1), a TB drug candidate in pre-clinical development, led to the discovery that BTZ043 inhibits a key enzyme in the synthesis of cell wall arabinans [22]. Thus, transcriptomic profiling can offer a great deal of insight for drug-organism interactions.

**Fig. 1:**
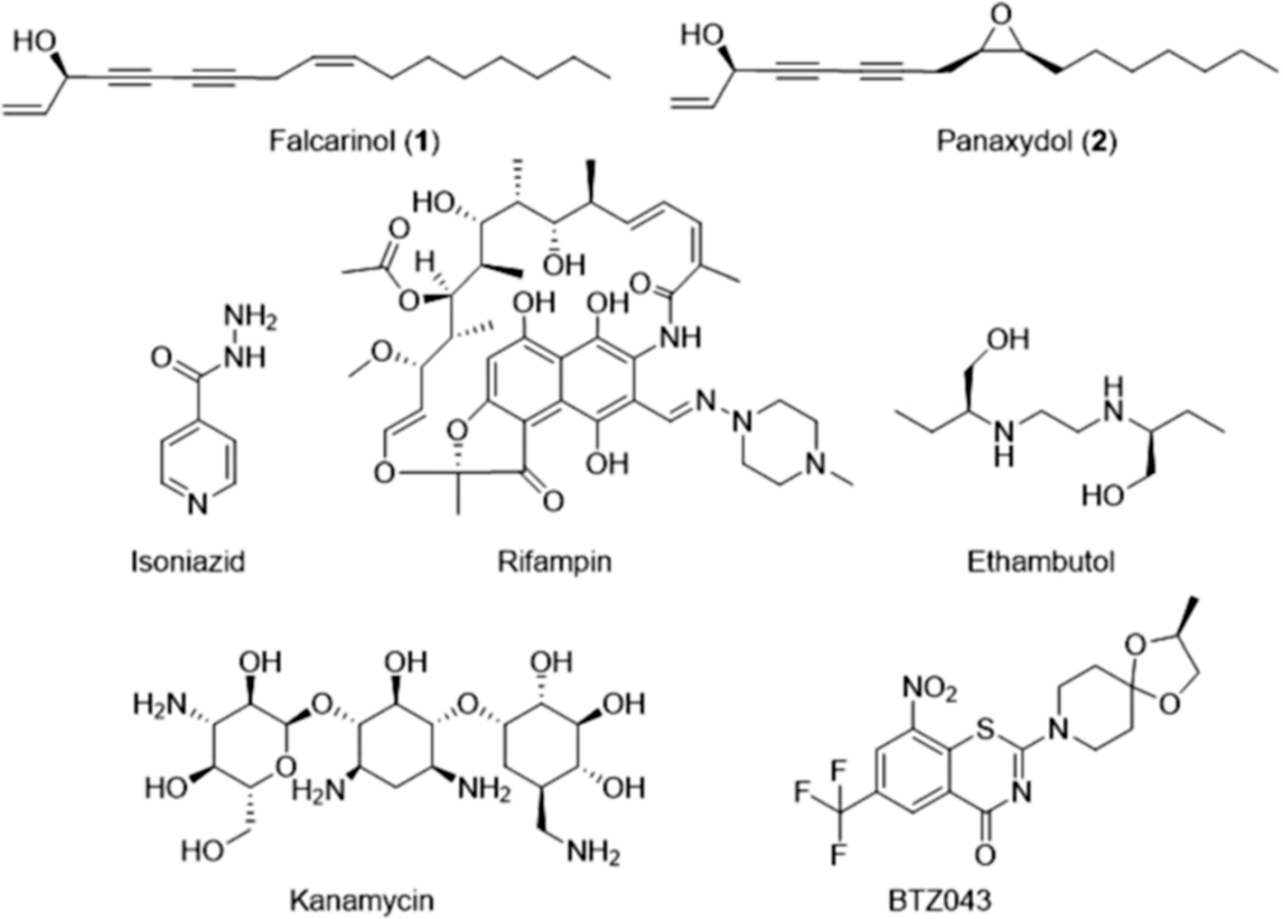
The structures of compounds mentioned in this study

The objective of this study was to determine the transcriptome profile of *M. smegmatis* following treatment with falcarinol (**1**) and panaxydol (**2**) (Fig. 1) in order to identify the anti-mycobacterial MOAs of these compounds. Falcarinol and panaxydol were identified as anti-mycobacterial natural products from studies of the plant *Aralia nudicaulis* [23]; however, the anti-mycobacterial MOA of these two compounds was not known. Cognisant of the challenges associated with studying *M. tuberculosis* in the laboratory, we studied the closely related, non-pathogenic mycobacteria *M. smegmatis* MC^2^ 155 as a surrogate model organism [24–27]. In addition to fewer safety precautions, other benefits related to the use of *M. smegmatis* include its superior growth rate, its comparable ability to *M. tuberculosis* to produce mycolic acid, and the fact that its genome has been completely sequenced and well annotated, which facilitates transcriptomics analyses [28].

## Results and discussion

In order to explore the transcriptomic profile of *M. smegmatis* MC^2^ 155 treated with falcarinol and panaxydol, the minimum inhibitory concentrations (MICs) of the two target compounds and three positive controls, isoniazid, ethambutol and kanamycin, were measured using a modified microplate resazurin assay. The MICs of falcarinol and panaxydol against *M. smegmatis* MC^2^ 155 were 12.5 and 25 μg/mL respectively (Table 1), which is higher than their MICs against *M. tuberculosis* H37Ra (6.25 and 9.38 μg/mL respectively) [23]. Two of the positive controls, isoniazid and ethambutol, were selected because information regarding their MOA against *Mycobacterium* species is available [29, 30]. Additionally, *M. smegmatis* is naturally resistant to isoniazid because it has different peroxide stress response systems to *M. tuberculosis* [31] and the multidrug efflux pump LfrA [32], although the effect of these resistance mechanisms has not been investigated at the level of the transcriptome. The third positive control, kanamycin, was selected due to its potent activity against *M. smegmatis* [32]. The MICs against *M. smegmatis* that we obtained for of all three controls were similar to those previously reported [33, 34].

**Table 1:** Anti-mycobacterial activities of falcarinol, panaxydol, isoniazid, ethambutol and kanamycin against *M. smegmatis* MC^2^ 155

Compound	MIC (μg/mL)
Falcarinol	12.5
Panaxydol	25
Isoniazid	50
Ethambutol	1.56
Kanamycin	1.56

Microarray analysis revealed that 704 and 907 genes, or 10 and 13 % of the *M. smegmatis* transcriptome, were differentially expressed following treatments with falcarinol and panaxydol compared to the control. 

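Global mRNA levels were measured on one-colour Agilent arrays, on which labelled RNA of one culture binds to spotted probes and the brightness of each spot gives the level of a transcript. The deposited files hold 39 arrays from 6 conditions. The vehicle control (2% DMSO), isoniazid and kanamycin each had 6 arrays, and falcarinol, panaxydol and ethambutol each had 7, by the labels of the samples. The Methods give 6 for ethambutol and 7 for kanamycin. Cultures were treated for 6 h at 10 times the MIC, after 48 h of growth. The arrays lay on 5 slides scanned on 2 days, and slides and days held several conditions each. Of the 15744 spots of an array, 15208 were not control spots and carried 6898 probes for 6598 genes. Most genes had 1 probe, and 100 genes had 4. The median percent of spots well above background was 96.1% in the vehicle control (range 88.5 to 98.3%), 97.5% with falcarinol (91.0 to 98.3%) and 89.6% with panaxydol (75.6 to 94.9%). It was 90.6% with isoniazid (87.2 to 98.3%), 92.8% with ethambutol (69.9 to 95.8%) and 94.7% with kanamycin (91.2 to 97.9%). The number of arrays limits the precision of every value. The authors extracted spot signals with Agilent Feature Extraction. From there, log2 of the processed signal of spots without an outlier flag was normalized by Loess with a smoothing factor of 0.2, values under 3.5 were set to 3.5, and spots were averaged per probe and probes per gene. A linear model in limma over all 39 arrays compared each treatment with the vehicle control, and genes with a Benjamini-Hochberg adjusted p under 0.01 were called. The normalization, the background correction, the threshold and the arrays entered in the model are the choices that could change the numbers.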

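In this model, 1464 of the 6598 genes were called with falcarinol, or 22.2%, of which 731 were higher and 733 lower than in the vehicle control. With panaxydol, 1785 genes were called (27.1%), 866 higher and 919 lower. The even split depends on the scaling. With the 75th percentile, 806 were higher and 541 lower with falcarinol, and 906 and 741 with panaxydol. With the authors' deposited normalized values, these numbers were 586 and 852, and 746 and 1020. The choice that moved these counts most was the threshold. At an adjusted p under 0.05, 2141 genes were called with falcarinol and 2462 with panaxydol. With slide as a block in the model, the counts were 1741 and 1940. All 7 falcarinol arrays lay beyond all 6 vehicle control arrays for 11.7% of genes, against 0.117% by chance.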

Using a fold change threshold of ± 2 and an α value threshold of *p* < 0.05, falcarinol and panaxydol treatments resulted in 585 and 788 differentially expressed genes (DEGs) respectively compared to the vehicle control. 

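At a change of at least 2-fold and an unadjusted p under 0.05 from limma, 553 genes differed between falcarinol and the vehicle control, 352 of them higher and 201 lower. The corresponding count for panaxydol was 746, with 425 higher and 321 lower. The background correction moved these counts most. With normexp correction of the median spot signal, an alternative chosen after seeing the data, they were 240 and 324. At the same fold change and p, 236 genes differed with isoniazid, 229 with ethambutol and 1045 with kanamycin.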

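Of the genes called with falcarinol at an adjusted p under 0.01 in limma, 1179 were also called with panaxydol in the same direction, and 0 in the opposite direction. This is 80.5% of the genes called with falcarinol (95% exact binomial interval 78.4 to 82.5%, which treats genes as independent), 66.1% of those called with panaxydol and 57.0% of the 2070 genes called with either. Fitting only the arrays of the conditions compared gave 75.7% of the genes called with falcarinol. Both treatments were compared with the same vehicle control arrays, which makes their changes go together even without an effect. Across genes, which are not independent replicates, the log2 changes of the treatments had a Pearson correlation of 0.904, and 20 simulations of unchanged groups against the same controls gave 0.517 to 0.560 and 0 shared genes. Of the genes called with falcarinol, 24.7% were called the same way with isoniazid, 36.9% with ethambutol and 55.9% with kanamycin. These shares depend on the lengths of the lists, since the shared genes were 65.6% of those called with isoniazid, 66.3% of those with ethambutol and 34.5% of those with kanamycin. These comparisons share the vehicle control too. The correlation of the changes with falcarinol and kanamycin was 0.532 (simulated 0.496 to 0.538). Of the genes called with both, 819 went in the same direction and 52 in opposite directions. The correlation was 0.574 for falcarinol and isoniazid (simulated 0.497 to 0.538) and 0.642 for falcarinol and ethambutol (simulated 0.515 to 0.560). The simulated groups had no changes of their own, so their correlations came from noise in the shared controls. Treatments with changes of their own get less from that noise. These ranges therefore cannot tell how much of these correlations the shared control explains. In the direct comparison of the C17 diynes, 97 genes were called, 29 higher and 68 lower with falcarinol. This count was 115 with slide as a block, 115 with scan day as a block and 137 with replicate number as a block. It fell to 41 when only the conditions compared were fitted.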

When comparing the two treatments, 99 % of the genes differentially expressed were in common in both treatments, evidence that the two target compounds act via the same MOA against *M. smegmatis*. All gene expression profiles from the microarray analysis are provided as supplementary data (Additional file 1).

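The first 673 of the 15208 rows of Additional file 1 were held, which cover 61 probes. Their group means differed from those of the authors' deposited normalized values by at most 5.0e-05 on the log2 scale, and from the values normalized here by a median of 0.023 and at most 2.16. No test was run over these rows.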

Principle component analysis (PCA) of all treatments revealed that exposure of *M. smegmatis* to **1** and **2** resulted in transcriptomic responses that were more similar to each other than the controls. 

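In a principal component analysis of the correlations between the 39 arrays over all genes, the first component held 91.8% of the variance, the second 2.06% and the third 1.46%. All arrays had similar loadings on the first component, between 0.156 and 0.165. With each gene centred on its mean, the first component held 25.3%. The mean loading on the second component was -0.16 ± 0.09 (SD, n = 7) with falcarinol and -0.22 ± 0.08 (SD, n = 7) with panaxydol, against 0.14 ± 0.05 (SD, n = 6) in the vehicle control. The distance between conditions was also taken as the root mean square difference of their mean log2 levels over genes. It was 0.312 between falcarinol and panaxydol (two-sided exact permutation test, adjusted p = 0.0396 over 15 pairs). The smallest distance of either to any other condition was 0.508, between falcarinol and ethambutol (exact permutation test, adjusted p = 0.00097). The ratio of these distances was 0.613 (jackknife standard error 0.127).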

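The mean profile of the isoniazid arrays lay 0.504 from that of the vehicle control in root mean square log2 difference (exact permutation test, adjusted p = 0.0025). For ethambutol the distance was 0.456 (exact permutation test, adjusted p = 0.0025). Isoniazid and ethambutol lay 0.405 apart (exact permutation test, adjusted p = 0.0075). In limma, 550 genes were called with isoniazid against the vehicle control, 269 higher and 281 lower, and 814 with ethambutol, 282 higher and 532 lower. The count for isoniazid was the more dependent on the model and rose to 838 with slide as a block. It fell to 329 when only the conditions compared were fitted, and to 272 after normexp correction. Kanamycin changed 2373 genes, 1189 higher and 1184 lower. Its distance from the vehicle control was 0.746 and that of panaxydol 0.728, a difference that was not tested. The mean distance to the other conditions was 0.657 for kanamycin, 0.619 for the vehicle control and 0.591 for panaxydol. On the second component, the mean loading was 0.10 ± 0.05 (SD, n = 6) with isoniazid 0.06 ± 0.07 (SD, n = 7) with ethambutol and 0.14 ± 0.04 (SD, n = 6) with kanamycin, near the 0.14 of the vehicle control. On the third component, it was 0.27 ± 0.02 (SD, n = 6) with kanamycin and -0.25 ± 0.09 (SD, n = 6) in the vehicle control, with -0.04 ± 0.09 (SD, n = 6) for isoniazid and -0.03 ± 0.04 (SD, n = 7) for ethambutol.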

Transcript responses to isoniazid and ethambutol treatments coincided with the vehicle control while the response to the kanamycin treatment was the most distinct of all other treatments (Fig. 2). PCA confirmed that falcarinol and panaxydol treatments resulted in relatively similar gene responses suggesting they have a common MOA. Additionally, the relative distance between the gene responses to **1** and **2** and the three positive controls in PCA provided further evidence that **1** and **2** have a MOA distinct to those of the controls; isoniazid and ethambutol both affect cell wall synthesis and kanamycin primarily targets protein synthesis (Fig. 2) [35].

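Falcarinol lay 0.554 from isoniazid and 0.684 from kanamycin in root mean square log2 difference over genes. Panaxydol lay 0.557 from ethambutol, 0.620 from isoniazid and 0.738 from kanamycin. Each of these distances was larger than those of other splits of the same arrays (exact permutation tests, adjusted p = 0.00097 for each). For scale, the spread between single arrays of one condition had a root mean square SD of 0.383 with falcarinol and 0.417 with panaxydol. The distances lie between means of several arrays, which vary less than single arrays. From the relatively similar responses to falcarinol and panaxydol in its PCA, the paper proposes a MOA common to both C17 diynes. It takes their relative distance from the positive controls in that PCA as further evidence of a MOA distinct from those of the controls.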

**Fig. 2:**
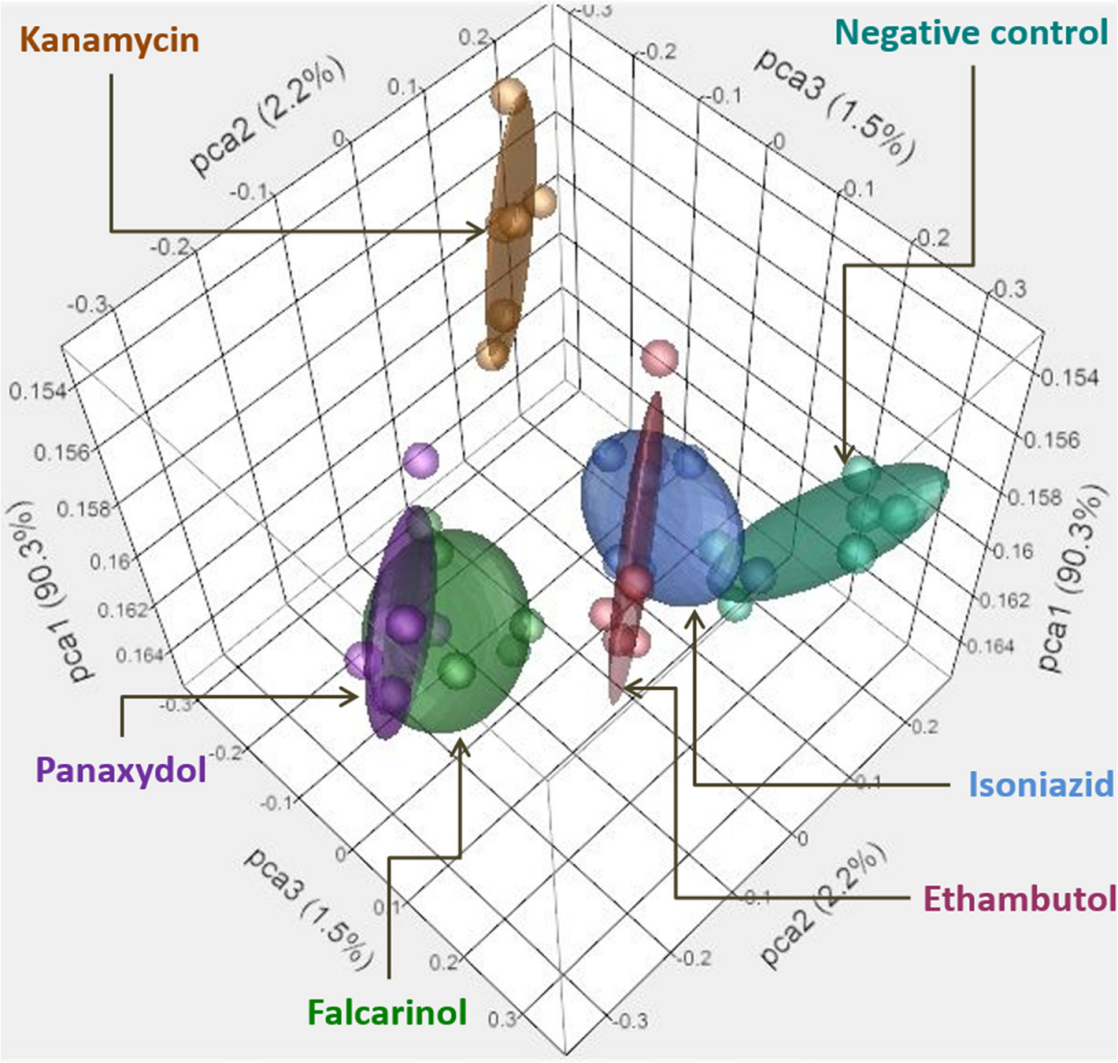
Principle component analysis of gene expression data. Each point represents one microarray conducted with one biological replicate

The PCA provided a global view of the differences in the transcriptomic profiles of treatments; however, it does not identify what caused these differences. Therefore, we performed functional enrichment analysis to examine what biological functions may have contributed to the differences in transcriptome profiles. All of the genes in the *M. smegmatis* MC^2^ 155 genome were grouped based on their functions by assigning them to one or multiple gene ontology (GO) terms, which were grouped into three categories (molecular function, cellular component and biological processes). In order to identify the biological functions that were affected by each treatment, functional enrichment analysis was used to assess which GO terms in each treatment were significantly different to the vehicle control. The GO terms that were preferentially affected by falcarinol and panaxydol treatments were determined from P-values generated from parametric analysis of gene set enrichment (PAGE) [36] following a post-hoc analysis with a false discovery rate (FDR) of 0.01 (Table 2). Nine common GO terms were found to be significantly different to the vehicle controls in both treatments, and the processes that these represent were related to fatty acid biosynthesis, ectoine biosynthesis, and protein metabolism, transport and biosynthesis. Thus, the C17 diynes appear to affect multiple pathways within the cell and likely have different MOAs, however for our discussion we focus on the prevalent themes based on multiple lines of evidence from bioinformatics. All functional enrichment analysis data are included as supplementary data.

**Table 2:** Functional enrichment analysis of gene ontology (GO) terms regulated by falcarinol and panaxydol (P-value < 0.01 after post-hoc analysis)

Treatment	Gene ontology category	GO term	Name	Frequency	PAGE Z-Score	P-value
Falcarinol	Molecular function	go:0008658	Penicillin binding	14	5.4	3.0E-05
	Molecular function	go:0004674	Protein serine/threonine kinase activity	21	5.3	3.6E-05
	Molecular function	go:0003735	Structural constituent of ribosome	58	5.2	3.9E-05
	Biological process	go:0045227	Capsule polysaccharide biosynthetic process	7	5.0	6.3E-05
	Biological process	go:0009088	Threonine biosynthetic process	5	4.9	6.9E-05
	Biological process	go:0019491	Ectoine biosynthetic process	3	4.9	6.9E-05
	Biological process	go:0043952	Protein transport by the Sec complex	3	4.9	6.9E-05
	Biological process	go:0051188	Cofactor biosynthetic process	3	4.9	6.9E-05
	Biological process	go:0065002	Intracellular protein transmembrane transport	3	4.9	6.9E-05
	Biological process	go:0006412	Translation	67	4.4	5.0E-04
	Cellular component	go:0009360	DNA polymerase III complex	6	4.3	8.6E-04
	Cellular component	go:0005840	Ribosome	46	4.1	1.7E-03
	Molecular function	go:0003697	Single-stranded DNA binding	7	3.9	5.1E-03
	Molecular function	go:0019843	rRNA binding	36	3.7	9.5E-03
	Molecular function	go:0008825	Cyclopropane-fatty-acyl-phospholipid synthase activity	7	2.7	9.6E-03
Panaxydol	Molecular function	go:0019843	rRNA binding	36	5.7	8.1E-06
	Molecular function	go:0003735	Structural constituent of ribosome	58	5.5	8.3E-06
	Biological process	go:0006412	Translation	67	4.7	4.6E-04
	Biological process	go:0008610	Lipid biosynthetic process	9	4.5	9.3E-04
	Cellular component	go:0005840	Ribosome	46	4.4	1.1E-03
	Molecular function	go:0008825	Cyclopropane-fatty-acyl-phospholipid synthase activity	7	4.3	1.3E-03
	Biological process	go:0019491	Ectoine biosynthetic process	3	4.3	1.3E-03
	Biological process	go:0043952	Protein transport by the Sec complex	3	4.3	1.3E-03
	Biological process	go:0065002	Intracellular protein transmembrane transport	3	4.3	1.3E-03
	Molecular function	go:0004674	Protein serine/threonine kinase activity	21	3.8	9.6E-03

To further probe the pathways that were affected by **1** and **2**, a pathway enrichment analysis was performed using the Biocyc online program (http://biocyc.org/) which uses a Fisher exact test with a post-hoc application of the Benjamini-Hochberg method [37]. 

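For the pathways of the falcarinol treatment, 15 genes taken from Table 3 and, where it differs, from Additional file 3 could be found on the array by their number. All 15 were called with falcarinol in limma, 2 higher and 13 lower, with log2 changes from -3.34 to 1.03. Adjusted over the list alone, the count was also 15, which is not independent evidence because the paper chose the genes on these arrays. Of the same genes, 11 were called with panaxydol, 4 with isoniazid, 6 with ethambutol and 11 with kanamycin. Table 3 also lists MSMEG_4657, in 2 pathways where Additional file 3 has MSMEG_4957. It was called lower with falcarinol (log2 change -1.03) and panaxydol (-1.27) and was not called with isoniazid, ethambutol or kanamycin. For the pathways of the panaxydol treatment, 15 genes were found and all were called with panaxydol, 5 higher and 10 lower. Of these, 13 were called with falcarinol, 3 with isoniazid, 6 with ethambutol and 10 with kanamycin. MSMEG_6257 was lower with falcarinol by a log2 change of -1.42 (standard error 0.15, limma adjusted p = 5.8e-10) and MSMEG_4646 was higher with panaxydol by 1.28 (standard error 0.18, limma adjusted p = 2.7e-07). The test of pathways itself was not run, because the files do not assign genes to pathways.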

Differentially affected pathways identified in the falcarinol treatment included amino acid biosynthesis and fatty acid biosynthesis, such as “methionine biosynthesis” and “cyclopropane fatty acids biosynthesis”, whereas fatty acid biosynthesis was the most prevalent differentially affected pathway identified in the panaxydol treatment, such as “pyruvate fermentation to acetate” and “unusual fatty acid biosynthesis” (Table 3).

**Table 3:** Pathway enrichment analysis for pathways regulated by falcarinol and panaxydol (P-value < 0.01) after post-hoc analysis and significantly different genes related to the pathways

Treatment	Pathways	P-value	Genes in Pathway
Falcarinol	Threonine biosynthesis	5.3E-05	*MSMEG 6286, thrC, thrB, MSMEG 4957, asd, MSMEG6257*
	Ectoine biosynthesis	6.1E-05	*asd, MSMEG 6257, ectC, ectA, ectB*
	Superpathway of methionine biosynthesis (by sulfhydrylation)	4.4E-04	*MSMEG 4528, metE, metX, MSMEG 1652, MSMEG 4657, asd, MSMEG 6257, MSMEG 6286*
	Isoleucine biosynthesis I	4.4E-04	*ilvA, ilvH, thrC, thrB, MSMEG 4657, asd, MSMEG 6257, MSMEG 6286*
	Methionine Biosynthesis	2.0E-03	*metE, MSMEG 4957, asd, MSMEG 6257, MSMEG 6286, MSMEG 4528, metX, MSMEG 1652*
	Mycolyl-arabinogalactan-peptidoglycan complex biosynthesis	2.1E-03	*MSMEG 6386, MSMEG 6399, MSMEG 6382, MSMEG 6401, glf, MSMEG 4947*
	Homoserine biosynthesis	3.0E-03	*MSMEG 4957, asd, MSMEG 6257*
	Superpathway of methionine biosynthesis (transsulfuration)	4.7E-03	*metE, MSMEG 4957, asd, MSMEG 6257, MSMEG 6286*
	Unusual Fatty Acid Biosynthesis	5.5E-03	*MSMEG 1350, MSMEG 1351, MSMEG 3538*
	Cyclopropane Fatty Acids Biosynthesis	9.3E-03	*MSMEG 1350, MSMEG 1351, MSMEG 3538*
Panaxydol	Ectoine biosynthesis	3.8E-03	*MSMEG 6257, ectC, ectA, ectB*
	Urea degradation II	3.8E-03	*MSMEG 1093, ureC, ureB, ureA*
	Pyruvate fermentation to acetate VII	5.1E-03	*pta, ackA, MSMEG 4646*
	Pyruvate fermentation to acetate I	5.1E-03	*pta*
	Methionine Biosynthesis	6.3E-03	*metE, metN, MSMEG 6257, MSMEG 6286, MSMEG 4528, MSMEG 4527, metXm MSMEG 1652*
	Superpathway of methionine biosynthesis (by sulfhydrylation)	7.7E-03	*MSMEG 4528, MSMEG 4527, metE, metX, MSMEG 1652, MSMEG 6257, MSMEG 6286*
	Unusual Fatty Acid Biosynthesis	9.7E-03	*MSMEG 1205, MSMEG 1350, MSMEG 1351, MSMEG 3538*
	Cyclopropane Fatty Acids Biosynthesis	9.7E-03	*MSMEG 1205, MSMEG 1350, MSMEG 1351, MSMEG 3538*
	Urate biosynthesis/inosine 5′-phosphate degradation	9.7E-03	*MSMEG 1701, MSMEG 4308, guaB, MSMEG 1603*

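The pathway tables place MSMEG_1350, MSMEG_1351, MSMEG_3538 and MSMEG_1205 in cyclopropane fatty acid synthesis. With panaxydol all 4 were called lower in limma. The log2 change was -1.98 for MSMEG_3538 (standard error 0.20, adjusted p = 3.3e-10), -1.76 for MSMEG_1205, -1.69 for MSMEG_1350 and -1.07 for MSMEG_1351, and all 7 arrays lay below the mean of the vehicle control for each. With falcarinol 3 of the 4 were called lower, MSMEG_1350 by -1.34, MSMEG_3538 by -1.32 and MSMEG_1351 by -0.84. MSMEG_1205 changed by -0.84 with an adjusted p of 0.014 and was not called. It was called with the authors' deposited normalized values (adjusted p = 0.0091), and MSMEG_1351 was not called after normexp correction (adjusted p = 0.010). Kanamycin lowered 3 of the 4 genes and ethambutol 2, while 0 of the 4 were called with isoniazid. The call of MSMEG_1350 with kanamycin was lost after normexp (adjusted p = 0.022) and when only the conditions compared were fitted (adjusted p = 0.015), and that of MSMEG_1205 with ethambutol with the 75th percentile (adjusted p = 0.014). MSMEG_1205 was well above background on 5 of 7 panaxydol arrays. MSMEG_6284, which Additional file 3 places in cyclopropane fatty acid synthesis for kanamycin, went the other way with the C17 diynes. It was called higher with falcarinol (log2 change 0.59, limma adjusted p = 0.00083), was not called with panaxydol (0.39, limma adjusted p = 0.019) and was called lower with kanamycin (-0.46). With the authors' deposited normalized values its change with falcarinol was not called (adjusted p = 0.0103), and the change with kanamycin was not called when only the conditions compared were fitted (adjusted p = 0.0275) or after normexp (adjusted p = 0.18).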

Taken together, the results of the functional enrichment and pathway enrichment analysis suggest that genes coding for ectoine biosynthesis and cyclopropane-fatty-acyl-phospholipid synthesis are preferentially regulated by the treatment of **1** and **2**. Ectoine and its derivatives are compounds commonly found in bacteria that balance extracellular osmotic pressure, without altering the ionic strength of the cytoplasm [38, 39]. It has previously been demonstrated that elevated extracellular salt concentrations increase ectoine production and cause up-regulation of the ectoine biosynthetic genes [40]. 

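Of the ectoine genes, the files and the paper's tables pair ectB with a number, MSMEG_3900. They pair ectA and ectC with no number, so these genes could not be identified on the array. The genes with adjacent numbers, MSMEG_3899 and MSMEG_3901, were called lower with every treatment, and whether they are ectoine genes is not stated there. The log2 level of ectB was 8.49 ± 0.77 (SD, n = 6) in the vehicle control, 5.15 ± 0.69 (SD, n = 7) with falcarinol and 4.97 ± 0.70 (SD, n = 7) with panaxydol. The log2 change was -3.34 with falcarinol (standard error 0.30, limma adjusted p = 2.5e-11) and -3.52 with panaxydol (standard error 0.30, limma adjusted p = 5.0e-12). After normexp correction these changes were -1.69 and -1.74. The gene was also called lower with isoniazid (log2 change -1.62), ethambutol (-2.52) and kanamycin (-3.58). Its signal was well above background on 6 of 6 vehicle control arrays, 5 of 7 with falcarinol, 2 of 7 with panaxydol, 6 of 7 with ethambutol and 2 of 6 with kanamycin, so the sizes of the larger changes are less certain than their direction.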

Interestingly, falcarinol and panaxydol treatment of *M. smegmatis* resulted in the down-regulation of the ectoine biosynthetic genes *ectA*, *ectB* and *ectC*, suggesting that the C17 diynes do not induce osmotic stress.

Conversely, cyclopropane-fatty-acyl-phospholipid synthesis is the process by which cyclopropane rings are introduced into unsaturated mycolic acids [41, 42]. Indeed, because this process plays a crucial role in *M. tuberculosis* pathogenesis [43], cyclopropane-fatty-acyl-phospholipid synthase was used as a target for screening potential anti-TB compounds [44]. Since the two target compounds are also fatty acid derivatives that share some structural similarities with precursors of cyclopropane phospholipid synthesis, we postulate that **1** and **2** act as competitive inhibitors of cyclopropane-fatty-acyl-phospholipid synthase that disrupt mycolic acid metabolism. Inhibition of mycolic and fatty acid biosynthesis is an acknowledged mechanism by which compounds can exhibit anti-mycobacterial activity [45] and inhibitors of these pathways have been shown to exert their effects on both *M. tuberculosis* and *M. smegmatis* [46]. Natural products that contain long aliphatic hydrocarbon chains have been demonstrated to be fatty acid synthesis inhibitors in *Mycobacterium* spp*.* in previous studies. A mixture of two fatty acids isolated from a Turkish sponge showed significant activity (IC_50_ = 0.35 μg/mL) against the enzyme *Fab I*, which is essential for type II fatty acid biosynthesis in *M. tuberculosis* [47]. An acetylenic thiolactomycin isolated from a soil bacterium, *Nocardia* spp*.*, was found to inhibit the *Fab H* fatty acid condensing enzymes, *mtFab H* and *Kas A*, in *M. tuberculosis* [48]. These two examples support the hypothesis that the two C17 diynes are fatty acid synthesis inhibitors; however, additional experimental data are needed to support or refute this hypothesis.

To corroborate the results of our microarray analyses and confirm that the molecular targets of the two C17 diynes are involved in lipid biosynthesis, we used the Prediction of the Biological Activity Spectra of Organic Compounds (PASS) program to explore the prospective biological activities of **1** and **2** from their chemical structures. PASS has been used to predict successfully MOAs of anti-mycobacterial natural products from various sources [49]. All of the activities that related to lipid biosynthesis were contained in the PASS output and the majority of these were related to phospholipid biosynthesis (Table 4). The complete list of predicted biological activities of **1** and **2** are presented as supplementary information. There is therefore excellent congruence between the predicted activities of the diynes based on their structure and our transcriptomic data that identifies lipid biosynthesis as the likely pathway affected by these compounds.

**Table 4:** Predicted fatty acid synthesis related MOAs of falcarinol and panaxydol using PASS program

Treatment	Pa^a^	Pi^b^	Biological activity
Falcarinol	8.2E-01	8.0E-03	Alkyl-acetyl-glycero-phosphatase inhibitor
	8.0E-01	5.0E-03	Fatty-acyl-CoA synthase inhibitor
	6.9E-01	1.2E-02	Lipid metabolism regulator
	6.2E-01	9.0E-03	Phosphatidyl-glycero-phosphatase inhibitor
	4.5E-01	4.3E-02	Alkenyl-glycero-phospho-ethanolamine hydrolase inhibitor
	3.6E-01	1.3E-02	Cyclopropane-fatty-acyl-phospholipid synthase inhibitor
Panaxydol	6.7E-01	2.4E-02	Alkyl-acetyl-glycero-phosphatase inhibitor
	6.7E-01	1.6E-02	Fatty-acyl-CoA synthase inhibitor
	6.6E-01	1.4E-02	Lipid metabolism regulator
	3.4E-01	3.6E-02	Phosphatidyl-glycero-phosphatase inhibitor
	3.8E-01	6.5E-02	Alkenyl-glycero-phospho-ethanolamine hydrolase inhibitor
	2.7E-01	3.7E-02	Cyclopropane-fatty-acyl-phospholipid synthase inhibitor

^a^ Probability to be active

^b^ Probability to be inactive

The positive controls, isoniazid, ethambutol and kanamycin, with partially or fully known MOAs, were used as comparison compounds for the C17 diynes. In order to further validate the hypothesised MOA of **1** and **2** that was generated from microarray data, it is necessary to discuss the transcriptome profiles of the positive controls in relation to their partially or fully known MOAs. Isoniazid is thought to inhibit the NADH-dependent enoyl acyl carrier protein reductase (*InhA*) in the fatty acid synthase type II (FAS-II) pathway leading to depletion of mycolic acids in cell wall synthesis [50]. The *kas* operon, a set of five FAS-II genes, showed significant up-regulation in the isoniazid treatment of *M. smegmatis* (Additional file 2: Table S1), which is consistent with previous studies of *M. tuberculosis* treated with isoniazid [20, 51, 52]. In addition, similar to isoniazid treated *M. tuberculosis* [20], the main target of isoniazid, *inhA*, did not show induction in this microarray analysis and the reason for this observation, both by us and by others, remains unclear. Similar to isoniazid, ethambutol targets mycobacterial cell wall synthesis. However, instead of targeting the fatty acid component of cell wall synthesis, ethambutol inhibits arabinosyl transferases by disrupting mycobacterial cell wall synthesis [29]. 

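Additional file 3 lists 6 genes for the pathways of the ethambutol treatment that could be found on the array. All 6 were called lower with ethambutol in limma, with log2 changes from -1.29 to -0.61 and a median of -0.80. Adjusted over the list alone, 6 were called, which is not independent evidence because the paper chose the genes on these arrays. All 6 were also called lower with kanamycin (median log2 change -1.21), 3 with isoniazid, 4 with falcarinol and 2 with panaxydol.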

From the pathway enrichment analysis, ethambutol treatment differentially affected mycolyl-arabinogalactan-peptidoglycan complex biosynthesis, heme biosynthesis, and cell structure biosynthesis (Additional file 3), whereas a previous proteomic analysis of ethambutol treated *M. smegmatis* also showed induction of transmembrane alanine and lysine rich protein in peptidoglycan biosynthesis and several proteins in the heme biosynthesis pathway [27]. In contrast to isoniazid and ethambutol, kanamycin targets the 30S subunit of prokaryotic ribosomes [53]. Interestingly, many of the genes coding for 30S or 50S ribosomal proteins showed significant down-regulation in this study (Additional file 2: Table S2). This observation may be explained by the high dosage of the treatment, which may have led to the complete inhibition of protein translation processes. Moreover, the PAGE analysis showed that GO terms, such as protein targeting, regulation of cell shape, protein transport by the sec complex, cell wall macromolecule biosynthetic processes and intracellular protein transmembrane transport (Additional file 4), were significantly affected by kanamycin treatment. It provided additional evidence for the cause of cell death by kanamycin, which is triggered by mis-translation of the membrane protein [54]. Therefore, there was congruence between the microarray data and the MOAs of these well-characterized antibiotics, increasing confidence that the microarray analyses of **1** and **2** provide insight into their MOA.

Microarray data were further verified by real-time polymerase chain reaction (PCR). Expression data were analyzed using the Kruskal-Wallis test with Dunn’s method for joint ranking. 

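On the arrays, the log2 level of pcaC (MSMEG_6370) was 13.05 ± 0.70 (SD, n = 6) with isoniazid and 4.49 ± 0.39 (SD, n = 6) in the vehicle control. With the other treatments it lay between 4.26 and 4.32, and it was well above background on 2 of 6 vehicle control arrays, 2 of 7 with falcarinol, 2 of 7 with ethambutol, 1 of 6 with kanamycin and 0 of 7 with panaxydol. The level of MSMEG_3359 was 12.62 ± 0.80 (SD, n = 7) with falcarinol, 11.63 ± 0.81 (SD, n = 7) with panaxydol and 7.13 ± 0.40 (SD, n = 6) in the vehicle control. For MSMEG_3805 it was 7.91 ± 0.64 (SD, n = 7) with falcarinol, 9.71 ± 0.52 (SD, n = 7) with panaxydol and 5.46 ± 0.29 (SD, n = 6) in the vehicle control. A Kruskal-Wallis permutation test over the 6 conditions with 100000 resamples gave H = 16.8 and p = 0.0015 for pcaC. For MSMEG_3359 and MSMEG_3805 the permutation p was 1e-05, the smallest these resamples can give (H = 33.6 and 27.9).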

*MSMEG 3359, MSMEG 3805* and 4-carboxymuconolactone decarboxylase (*pcaC*) showed expression patterns across each group that were consistent with the microarray data (Fig. 3). The real-time PCR and microarray data were significantly correlated in a linear regression model (Additional file 2: Figure S1). The gene *pcaC* is involved in the catabolism of protocatechuate to succinate and acetyl-CoA in the beta-ketoadipate pathway [55]. The increased expression of *pcaC* by the treatment of INH, which confers natural resistance of *M. smegmatis* against INH, may be a compensatory response to increase production of acetyl-CoA [56]. 

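With isoniazid the array level of pcaC rose by a log2 change of 8.56 against the vehicle control (standard error 0.24, limma adjusted p = 2.8e-27), and all 6 isoniazid arrays lay above every vehicle control array. The size of the change depended on the processing and was 5.68 after normexp, whose offset makes changes from dim levels smaller. Falcarinol, ethambutol and kanamycin left pcaC uncalled, with adjusted p of 0.58, 0.63 and 0.58 in limma.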

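The array level of MSMEG_3359 rose with panaxydol by a log2 change of 4.50 against the vehicle control (standard error 0.31, limma adjusted p = 1.5e-14) and by 4.66 against isoniazid (limma adjusted p = 4.5e-15). For MSMEG_3805 the changes were 4.26 (standard error 0.22, limma adjusted p = 3.5e-18) and 4.29 (limma adjusted p = 1.8e-18). All 7 panaxydol arrays lay above all vehicle control arrays for both genes. Falcarinol raised MSMEG_3359 by 5.49 and MSMEG_3805 by 2.45 against the vehicle control. MSMEG_3805 was lower with falcarinol than with panaxydol, with a log2 difference of -1.80 (limma adjusted p = 2.1e-07).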

The mRNA levels of both *MSMEG 3359 and MSMEG 3805* were higher in the panaxydol treatments compared to the negative control and isoniazid, suggesting that these genes are involved in the response to these compounds, however, functional data for *MSMEG 3359 and MSMEG 3805* are lacking in the literature. The amplicons of the genes used in real-time PCR are provided in the supplementary data (Additional file 2: Table S3).

**Fig. 3:**
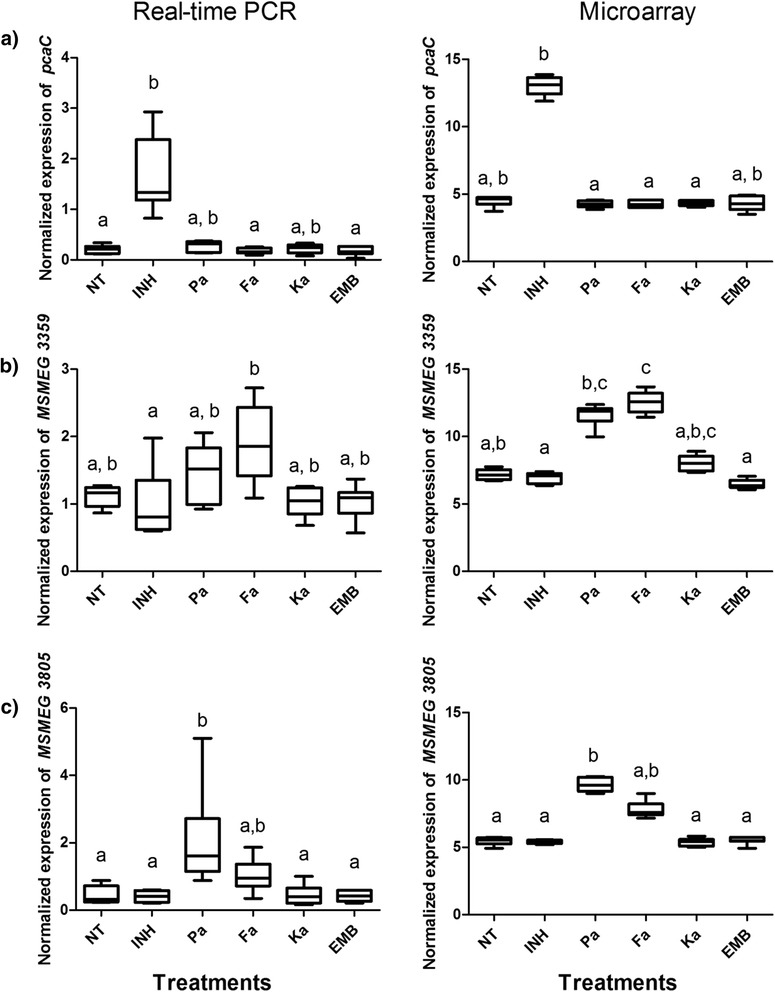
Real time PCR comparison to expression data from the microarray (log2) for (A) *pcaC* (B) *MSMEG 3359* and (C) *MSMEG 3805*. The horizontal line in the box plots represents the median of the group, the boundaries of the box represent the 10^th^ and 90^th^ percentiles and the minimum and maximum data points are represented by the whiskers (Prism v5.0). Differences among groups were tested using a Kruskal Wallis test with Dunn method for joint ranking. The small case letters “a”, “b” and “c” were used to represent different groups. NT = negative treatment, INH = isoniazid, Pa = panaxydol, Fa = falcarinol, Ka = kanamycin, EMB = ethambutol

## Conclusion

Using microarray analysis and PASS, we hypothesize that both falcarinol and panaxydol inhibit phospholipid biosynthesis in mycobacteria and suggest that further studies should be directed at supporting or refuting this hypothesized MOA. To test this hypothesis, the enzyme(s) that **1** and **2** act upon should be isolated and an enzyme inhibition assay performed to measure the binding affinity of falcarinol and panaxydol to the enzyme. Cognisant that there are likely additional mechanisms of action for the C17 diynes within the cell that may not be reflected in a transcriptomic response, further studies should also include additional methods to elucidate the full effect of these compounds.

## Methods

### *Mycobacterium smegmatis* growth condition and treatments

*Mycobacterium smegmatis* strain MC^2^ 155 (American Type Culture Collection [ATCC] 700084) was grown in Middlebrook 7H9 (Becton Dickinson, Mississauga, Ontario [ON], Canada) broth supplemented with 10 % albumin dextrose catalase (ADC) enrichment (Becton Dickinson, Mississauga, ON, Canada) and 0.2 % glycerol at 37 °C for 72 h in a humid environment before being diluted to a turbidity equivalent to a 1.0 McFarland standard (10^7^ colony forming units [CFU]) using the same modified 7H9 broth and cryogenically preserved (−80 °C; 1.5 mL aliquots). Cryopreserved *M. smegmatis* was thawed and diluted with modified Middlebrook 7H9 broth (1:5) resulting in the mycobacterial suspension (2 × 10^6^ CFU) used for the bioassays.

The MIC of target treatments (**1** and **2**) and positive controls (isoniazid, ethambutol and kanamycin) were measured using a *M. smegmatis* bioassay, which was modified from a microplate resazurin assay previously developed in our laboratory [57] by changing the resazurin addition time and total incubation time from 72 and 96 h to 24 and 48 h, respectively.

To prepare cultures of *M. smegmatis* for gene expression analysis, cyropreserved *M. smegmatis* suspensions were diluted as described above and transferred to 96 well plates. The plates were first incubated for 48 h to reach log phase growth and then each treatment, including one vehicle control, three positive controls and two target compounds, was added to corresponding rows of a 96 well plate except the peripheral wells resulting in 10 wells per treatment. The vehicle control consisted of modified 7H9 broth with 2 % dimethyl sulfoxide (DMSO), whereas the concentrations of positive controls and target compounds were 10 × MIC for each treatment against *M. smegmatis*. The plates were incubated at 37 °C for 6 h in a humid environment. The bioassay time point and doses were chosen based on previously published studies [11, 20, 21]. Following 6 h incubation, wells containing the same treatment in each plate were pooled into a 1.5 mL centrifuge tube and bacteria were harvested by centrifugation. The vehicle control and two positive controls (isoniazid and ethambutol) each had six biological replicates; the two target treatments (falcarinol and panaxydol) and one additional positive control (kanamycin) each had seven biological replicates. 

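The labels of the arrays give 7 ethambutol and 6 kanamycin samples. For the part held of Additional file 1, grand means were computed from its group means with these numbers. They differed from the grand means given there by at most 5.4e-05 on the log2 scale. With 6 ethambutol and 7 kanamycin samples the largest difference was 0.044. The numbers of the labels were used.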

All biological replicates were used for microarray analysis and real-time PCR.

### RNA extraction

Total ribonucleic acid (RNA) was extracted using TRIzol® (Invitrogen, Burlington, ON, Canada) and purified using an RNeasy® kit (Qiagen, Toronto, ON, Canada) according to the manufacture’s protocol. RNA quantity was measured on a NanoDrop ND 2000 spectrometer (Thermo Scientific, Wilmington, DE, USA) before and after purification. RNA quality was evaluated using an Agilent 2100 Bioanalyzer (Agilent, Mississauga, ON, Canada). All samples used in the microarray and real-time PCR experiments had RNA integrity numbers (RINs) > 7.5.

### Microarray analysis and bioinformatics

*Mycobacterium smegmatis* 8 × 15 K Agilent microarrays (designed by Genotypic Technology, Bengaluru, India and manufactured by Agilent, Santa Clara, CA, USA) was used to investigate global mRNA profiles of *M. smegmatis* treated with **1** and **2**. RNA labeling, microarray hybridization, and microarray scanning were conducted as directed in the Agilent one-colour microarray-based gene expression analysis protocol. Raw expression data along with *tif* images were extracted using Agilent Feature Extraction Software (v10.7.3.1). All microarray data reported in this study follow established guidelines (i.e. Minimum Information about a Microarray Experiment http://www.ncbi.nlm.nih.gov/geo/info/MIAME.html) and have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (GSE64323, GPL19567).

The raw expression data were normalized using Loess normalization (smoothing factor of 0.2). The limit of detection of the microarray normalized signals was determined to be 3.5 based on the lower limit of the standard curve for Agilent quality controls and negative controls (dark corners) so all intensity values that were lower than 3.5 were assigned a value of 3.5. DEGs were determined using one-way analysis of variance (ANOVA) followed by a post-hoc test using Benjamini and Hochberg method with a FDR at 0.01. PCA was performed on all transcripts using normalized expression values. Functional enrichment of GO terms was performed using PAGE analysis [36] followed by a post-hoc test using Benjamini and Hochberg method with FDR set at 0.01. The above data processing and bioinformatics analysis were performed in JMP® Genomics (v5.1).

DEGs (adjusted P-value < 0.01) obtained from ANOVA was uploaded to Biocyc online program (http://biocyc.org/) [58], and pathway enrichment analysis was performed using Fisher’s extract test with Benjamini-Hochberg [59] method as a post-hoc analysis.

### cDNA synthesis, primer design and real-time PCR

The complementary deoxyribose nucleic acid (cDNA) synthesis, primer design and real-time PCR were performed as previously reported [60]. Primers used in this study are listed in Table 5. Mean expression levels of *MSMEG 3584*, *MSMEG 5570* and *gidB* were determined to be the most stable combination of control genes to normalize all target expression data, with a mean M-value of 0.67 (mean coefficient variance = 0.25) as determined by the target stability function in CFX96 software. Normalized gene expression values were extracted using a relative ∆∆Cq method in CFX Manager™ 3.0 software (BioRad, Mississauga, ON, Canada). Normalized expression data were not normally distributed and a Kruskal–Wallis non-parametric test was used to determine if gene expression levels varied across treatments and a non-parametric Dunn method for joint ranking was used as a post-hoc test to determine which treatments were different from each other. All statistical analyses were conducted in GraphPad Prism 5.0.

**Table 5:** Primer sequences used for real-time PCR with amplicon size and annealing temperature. All primer sets had R^2^ > 0.98 and efficiency percentage between 90 % and 110 %

Gene	Forward primer (5′-3′)	Reverse primer (5′-3′)	Product size (bp)	Annealing (°C)
*alkB (MEMEG 1839)*	GCCTACATCCCGTTCCAGT	AGCGAGTCCTTCTTGTGTCC	191	58
*ectB (MSMEG 3900)*	AGGATTTTTCCGTGTTGCTC	TTGTTGTGCCCGTAGTTCAG	214	58
*katG (MSMEG 3461)*	GCCACCCAGGAAGAGACC	GCAGGTTGACGAAGAAGTCC	265	58
*mmpl5 (MSMEG 1382)*	CGAATCTGGCTACCTGTGCT	GTGGCGGTCCTCTCTTCTTT	365	58
*MSMEG 3359*	CACCGACATACACTGCCAAC	GAACCACGCCTTCTCCTG	310	58
*MSMEG 3805*	GGGGAGCCATTCTCAACG	TGTGTTCCTCGGGCAGTTC	225	59
*pcaC (MSMEG 6370)*	CGAGACCGAGCAGCGACT	CGGGAACGGCATCTTCAC	250	59
*gidB (MSMEG 6940)* ^1^	ATGCCAGGGTGGTGAGAT	CGTGAAACATTCGGCTTCT	270	61
*MSMEG 3496*	TATGAGCGTGGTGGTCCTG	GCGGTCGTTGTAGTTGGTCT	229	61
*MSMEG 3584* ^a^	TGTCGGAGTTGTTGATGGTC	CTGTCGGTGTTCTCGTTCAG	241	61
*MSMEG 5570* ^a^	CACCGAGAAAGAACTGAGCA	GCAACTATTCCCACACAACCT	173	60

^a^ Genes used as normalizer gene

### Prediction of biological activities

The structures of **1** and **2** were converted to simplified molecular-input line-entry system (SMILES) format and uploaded to Prediction of the biological activity spectra of organic compounds (PASS) online program (http://www.way2drug.com/PASSOnline) for biological activity prediction [61]. A master list, which entails all potential bioactivities of the two target compounds and probabilities of each bioactivity being active or inactive, was generated through the PASS online program (Additional file 5) [61].

## Abbreviations

ADC, albumin, dextrose, catalase; ANOVA, analysis of variance; ATCC, American Type Culture Collection; cDNA, complementary deoxyribose nucleic acid; CFU, colony forming units; DEG, differentially expressed gene; DMSO, dimethyl sulfoxide; FDR, false discovery rate; GEO, Gene Expression Omnibus; GO, gene ontology; MIC, minimum inhibitory concentration; MOA, mode of action; NCBI, National Center for Biotechnology Information; ON, Ontario; PAGE, parametric analysis of gene set enrichment; PASS, prediction of the biological activity spectra of organic compounds; PCA, principle component analysis; PCR, polymerase chain reaction; RIN, RNA integrity number; RNA, ribonucleic acid; SMILES, simplified molecular-input line-entry system; TB, tuberculosis

## Additional files

Additional file 1: ANOVA results for all transcripts in each treatment group compared to vehicle control. (XLSX 24787 kb) Additional file 2: Supplementary data; Figure S1. Correlation of fold change (log10) between real-time PCR and microarray data; Table S1. Sequenced genes and their amplicons in *M. smegmatis*; Table S2. Response of the *kas* operon in *M. smegmatis* to isoniazid treatment compared with vehicle control; Table S3. Fold changes of significantly different ribosomal protein genes from *M. smegmatis* treated with kanamycin. (DOCX 91 kb) Additional file 3: Enriched pathways for each treatment group. (XLSX 32 kb) Additional file 4: Enriched GO terms for each treatment group. (XLSX 231 kb) Additional file 5: Predicted bioactivities for falcarinol and panaxydol from PASS.

# Supplementary material for: Determining the mode of action of anti-mycobacterial C17 diyne natural products using expression profiling: evidence for fatty acid biosynthesis inhibition
**Source:** BMC Genomics. 2016 Aug 11;17:621. doi: 10.1186/s12864-016-2949-y
**Supplement:** Additional file 2: — Supplementary data; Figure S1. Correlation of fold change (log10) between real-time PCR and microarray data; Table S1. Sequenced genes and their amplicons in M. smegmatis; Table S2. Response of the kas operon in M. smegmatis to isoniazid treatment compared with vehicle control; Table S3. Fold changes of significantly different ribosomal protein genes from M. smegmatis treated with kanamycin.

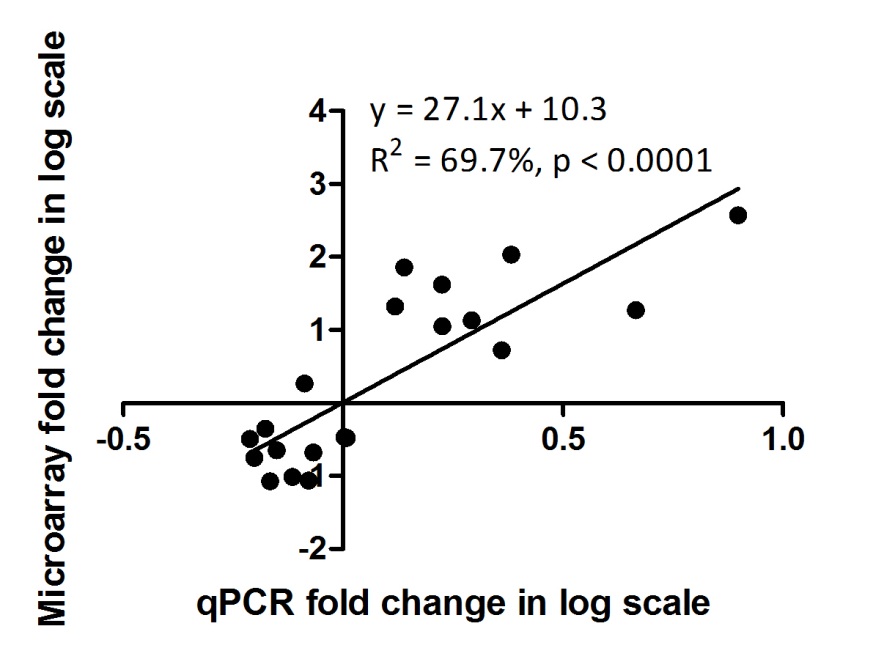

**Figure S1 Correlation of fold change (log10) between real-time PCR and microarray data.** The best fit was calculated by linear regression. Each dot represents the coordinates of the fold change for qPCR and microarray for the same gene. The fold changes are the ratios of normalized expression of treatments and vehicle control in qPCR and microarray data. A data point was used only if it showed a significant change in real-time PCR, microarray, or both (P<0.05).

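On the array, on a log10 scale, alkB (MSMEG_1839) changed by 1.89 with falcarinol and 2.07 with panaxydol, and mmpl5 (MSMEG_1382) by 1.08 and 1.16 (limma adjusted p at most 1.5e-18 for the 4 changes). MSMEG_3496 rose by 0.30 with panaxydol (limma adjusted p = 8.4e-07). With kanamycin, alkB was called higher (0.33, limma adjusted p = 0.00016) and MSMEG_3496 lower (-0.16, limma adjusted p = 0.0047). The changes of katG (MSMEG_3461) lay between -0.16 and 0.14 and none of the 5 treatments was called.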

**Table S1 Response of the *kas* operon in *M. smegmatis* to isoniazid treatment compared with vehicle control.** Fold change was calculated from normalized microarray expression. P-value is the FDR post-hoc correction after ANOVA.

| *kas* operon | *fabD* | *acpM* | *kasA* | *kasB* | *accD6* |
| --- | --- | --- | --- | --- | --- |
| Fold changes | 2.6 | 2.4 | 2.4 | 2.3 | 2.2 |
| P-values | 1.8E-06 | 3.7E-06 | 1.8E-06 | 6.0E-05 | 7.5E-05 |

**Table S2 Fold changes of significantly different ribosomal protein genes from *M. smegmatis* treated with kanamycin**. Fold change was calculated from normalized microarray expression. P-value is the FDR post-hoc correction after ANOVA.

| Gene | transcripts | Fold change | P-value |
| --- | --- | --- | --- |
| *rpsC* | 30S ribosomal protein S3 | -3.5 | 7.2E-07 |
| *rplP* | 50S ribosomal protein L16 | -5.0 | 1.7E-06 |
| *rplQ* | 50S ribosomal protein L17 | -2.5 | 3.4E-06 |
| *rpmC* | 50S ribosomal protein L29 | -4.0 | 2.0E-05 |
| *rplS* | 50S ribosomal protein L19 | 1.9 | 2.2E-05 |
| *rpsS* | 30S ribosomal protein S19 | -2.5 | 3.1E-05 |
| *rplU* | 50S ribosomal protein L21 | 1.9 | 3.3E-05 |
| *rpmA* | 50S ribosomal protein L27 | 1.8 | 3.6E-04 |
| *rpsQ* | 30S ribosomal protein S17 | -3.5 | 1.6E-03 |

**Table S3 Sequenced genes and their amplicons in *M. smegmatis*.** Nucleotide sequences from all amplicons were aligned with the genes that were used to design the primers by pairwise sequence alignment tool (EMBOSS needle) and all nucleotides have a 95% or greater match to the amplification region of the corresponding gene.

| Gene | Sequencing |
| --- | --- |
| *alkB (MEMEG 1839)* | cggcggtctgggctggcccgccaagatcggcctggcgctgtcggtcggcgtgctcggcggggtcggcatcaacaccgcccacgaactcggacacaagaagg |
| *ectB (MSMEG 3900)* | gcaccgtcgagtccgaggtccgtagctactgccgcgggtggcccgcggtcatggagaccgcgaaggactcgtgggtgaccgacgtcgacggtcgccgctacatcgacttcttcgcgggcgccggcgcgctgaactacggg |
| *katG (MSMEG 3461)* | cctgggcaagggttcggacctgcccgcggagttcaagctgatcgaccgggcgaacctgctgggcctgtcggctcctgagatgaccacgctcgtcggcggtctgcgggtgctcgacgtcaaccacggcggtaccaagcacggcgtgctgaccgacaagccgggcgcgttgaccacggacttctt |
| *mmpl5 (MSMEG 1382)* | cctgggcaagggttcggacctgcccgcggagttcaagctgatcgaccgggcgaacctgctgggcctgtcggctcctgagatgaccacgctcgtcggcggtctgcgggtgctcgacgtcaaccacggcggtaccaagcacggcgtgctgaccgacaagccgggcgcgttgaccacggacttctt |
| *MSMEG 3359* | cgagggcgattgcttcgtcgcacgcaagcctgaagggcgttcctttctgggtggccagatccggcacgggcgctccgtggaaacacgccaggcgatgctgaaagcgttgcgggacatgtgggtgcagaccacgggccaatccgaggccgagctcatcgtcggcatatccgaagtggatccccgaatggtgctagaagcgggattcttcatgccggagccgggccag |
| *MSMEG 3805* | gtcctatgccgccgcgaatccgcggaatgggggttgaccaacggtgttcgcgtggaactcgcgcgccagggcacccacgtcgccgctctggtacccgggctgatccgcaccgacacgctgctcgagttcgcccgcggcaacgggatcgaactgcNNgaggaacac |
| *pcaC (MSMEG 6370)* | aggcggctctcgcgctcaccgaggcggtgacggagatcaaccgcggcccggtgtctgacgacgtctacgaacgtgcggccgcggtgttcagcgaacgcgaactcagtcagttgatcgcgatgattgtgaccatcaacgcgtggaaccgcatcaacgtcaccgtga |
| *gidB (MSMEG 6940)* | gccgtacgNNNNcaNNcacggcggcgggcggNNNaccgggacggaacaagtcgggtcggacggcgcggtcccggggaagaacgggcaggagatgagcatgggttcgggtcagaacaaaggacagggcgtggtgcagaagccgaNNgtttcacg |
| *MSMEG 3496* | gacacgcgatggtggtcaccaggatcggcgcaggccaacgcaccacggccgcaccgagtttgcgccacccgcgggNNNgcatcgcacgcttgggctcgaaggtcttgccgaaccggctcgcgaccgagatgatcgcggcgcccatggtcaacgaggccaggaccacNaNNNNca |
| *MSMEG 3584* | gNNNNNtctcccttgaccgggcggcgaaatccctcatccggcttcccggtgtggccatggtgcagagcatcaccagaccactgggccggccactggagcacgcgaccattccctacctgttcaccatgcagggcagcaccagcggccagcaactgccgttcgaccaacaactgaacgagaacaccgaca |
| *MSMEG 5570* | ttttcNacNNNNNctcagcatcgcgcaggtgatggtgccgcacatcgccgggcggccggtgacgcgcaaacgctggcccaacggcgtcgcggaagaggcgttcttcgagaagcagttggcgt |

How the deposited data were processed for this re-analysis (not part of the article)

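Transcript levels of M. smegmatis were measured on 39 one-colour arrays. Cultures had been grown for 48 h and treated for 6 h with falcarinol, panaxydol, isoniazid, ethambutol or kanamycin at 10 times the MIC, or with the vehicle. Condition and replicate of each array were taken from the labels of the samples, and doses and times from the Methods.

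The authors deposited the scanner output of each array, with spot intensity values from Agilent Feature Extraction, and a table of log2 values that they had normalized by Loess with a smoothing factor of 0.2 and a limit of detection of 3.5. The processed signal of the scanner files is an intensity that the software has corrected for background, not normalized between arrays. The Methods give one version of that software and the file headers another. The deposited log2 table was used as an alternative.

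From the scanner files, control spots and spots with an outlier flag (0.542% of values) were left out. Of the other spots 0 were saturated, and 15 control spots were. Log2 values were normalized with limma 3.58.1 in R 4.3.3 by fast cyclic Loess (span 0.2, 1 iteration), with a floor of 3.5, and averaged over spots and then probes. A gene counted as well above background on an array when over 0.5 of its spots did. A linear model with moderated variance was fitted over the 6 conditions, and genes were called at a Benjamini-Hochberg adjusted p under 0.01 within each comparison. The procedure was tested on simulated data for falcarinol against the vehicle control. Of 200 of the 6598 genes shifted by 1 on the log2 scale, 81.5% were recovered, and 3 unchanged genes were called. Distances between conditions were tested by exact permutation and the levels of the real-time PCR genes by a permutation Kruskal-Wallis test.

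The alternatives were normalization to the 75th percentile or by quantiles, normexp background correction with an offset of 50, the authors' deposited log2 values, no floor, a filter on dim genes, the brightest probe, no moderation, a fit of only the conditions compared, slide, scan day or replicate number as a block, an adjusted p under 0.05 and gene-centred principal components. The scanner files used have no mean signal column, so normexp was run on the median signal. That change was made after the columns were seen. Tests on single spots of the deposited table were added after counts of called genes, theirs included, had been seen.

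The genes named are those the paper names in its text and tables, and for each treatment the 3 that rose most and the 3 that fell most among called genes whose treated arrays all lay beyond all vehicle control arrays. Of the latter, genes without a name in the files or the paper's tables are limited to 4. Gene ontology terms and product names were not used here, so the functional enrichment analysis and the planned gene families were not run. The kas operon, inhA and the ribosomal protein genes of Table S2 were not analysed here, since the files and the parts of the supplements held do not pair their names with array numbers. The real-time PCR data were not used here.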

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

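All tests of explanations in this part were chosen after the values had been seen. Of 78 groups of array values examined, 7 had an array far from the others by Dixon's criterion, and chance gives about 1 in 20.

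Ethambutol replicate 2 stood above the other 6 ethambutol arrays for 4 genes, MSMEG_1350 (10.47), MSMEG_1351 (8.99), MSMEG_3538 (10.50) and MSMEG_3584 (7.50, all log2 levels). More scatter on this array stays open for 3 of these genes, MSMEG_1350, MSMEG_3538 and MSMEG_3584. Low signal is not shown as its cause, since each of them was well above background on 7 of 7 ethambutol arrays. Of the genes with a like level on the other ethambutol arrays, 15.1% lay as far up on this array for MSMEG_1350, 12.4% for MSMEG_3538 and 8.96% for MSMEG_3584. For MSMEG_1351 it was 1.65%, which argues against such scatter. A sample mixed with another, or a weaker response, could raise these shares as well, so they do not single out low signal. This array had 221 spots at the floor, the most of the ethambutol arrays, and a 75th percentile of the log2 signal of 7.80, against a median of 8.33. Against low signal, ethambutol replicate 4 had a lower 75th percentile (7.34). The percent of spots well above background was 74.6% on ethambutol replicate 4 and 69.9% on replicate 5, but 90.5% on this array. A swapped label is argued against. On the genes called between ethambutol and each other condition without this array, with the 4 genes left out, its median position from the other ethambutol arrays (0) to that condition (1) was 0.411 for the vehicle control, 0.383 for kanamycin, 0.208 for isoniazid, 0.153 for falcarinol and 0.0869 for panaxydol. Of the 39 arrays, 2 had a position over 0.5, among them isoniazid replicate 6 (0.664 towards ethambutol). Levels of pcaC were at most 4.88 with ethambutol against at least 11.93 with isoniazid, and those of ectB at most 6.36 against at least 7.32 in the vehicle control. Over all genes, by contrast, this array's distance to the other ethambutol arrays was 1.12 times its distance to the nearest other condition, isoniazid. That distance separates labels poorly in every paragraph of this part, because 7 of the 39 arrays were nearer to another condition than to their own. The array was kept under its label. A sample mixed with another, or a weaker response of this culture to ethambutol, stays open too, since the other ethambutol arrays had positions of at most 0.195 towards the vehicle control.

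Ethambutol replicate 5 had a log2 level of 4.87 for MSMEG_3805, below the other ethambutol arrays, and 69.9% of its spots were well above background. A swapped label is argued against, since its largest median position towards another condition, taken as above, was 0.0309. The distance to its own condition was 0.703 times that to the nearest other one. Low signal with more scatter is a candidate explanation. Of the 608 genes with a like level on the other ethambutol arrays, 18.3% deviated as far down on this array as MSMEG_3805 (-0.73), and at most 9.18% did so on any other ethambutol array. The dimmest genes lay at a median of -0.051 on the log2 scale against the other ethambutol arrays, farther from 0 than on any of those. Against this, the 75th percentile of the log2 signal was 8.48, above the median of 8.33 for ethambutol, and 97 spots were at the floor, fewer than on 5 of the other ethambutol arrays. No biological explanation was tested.

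Vehicle control replicate 2 had a log2 level of 3.73 for pcaC, below the other vehicle control arrays, near the floor. Its largest median position towards another condition was -0.138, which argues against a swapped label, and its distance to its own condition was 0.597 times that to the nearest other one. The test on signal found 2 vehicle control arrays with a lower percent of spots well above background, which argues against low signal on the whole array. What remains is that levels of pcaC near background vary, which was not tested.

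Panaxydol replicate 6 had 75.6% of spots well above background, the lowest of the panaxydol arrays. Its largest median position towards another condition was -0.0575, which argues against a swapped label, and its distance to its own condition was 0.726 times that to the nearest other one. Low signal over the whole array is argued against, since 5 panaxydol arrays had a lower 75th percentile of the log2 signal (8.92 here, against a median of 8.65) and all the others had more spots at the floor than the 97 here. A noisy background is argued against, since 3 panaxydol arrays had a higher median SD of the background pixels. What lowered the percent stays open.

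MSMEG_3520, which the paper does not discuss and the files do not name, rose by 6.52 with falcarinol and by 6.84 with panaxydol on the log2 scale, in 7 of 7 arrays each (limma adjusted p = 1.4e-23 and 2.4e-24). With slide as a block the changes were 6.56 and 6.81, which argues against slide as the cause. It also rose with kanamycin, by 1.81, a change that was not called after normexp (1.30). With ethambutol it changed by 0.72, higher in 7 of 7 arrays (limma adjusted p = 0.022), and with isoniazid by 0.30, and neither change was called. A response to the C17 diynes is a hypothesis, and whether the probe measures this transcript or another one that responds was not tested. MSMEG_3521 rose as well, by 6.05 and 6.15, and with kanamycin by 0.96. MSMEG_3901 and MSMEG_3899 were called lower with all 5 treatments, by log2 changes of -3.08 and -2.55 with falcarinol, -3.04 and -2.25 with panaxydol, -2.85 and -2.35 with kanamycin, -2.20 and -1.52 with ethambutol and -1.36 and -1.14 with isoniazid.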

How the results depend on the processing

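Except for normexp on the median signal and the tests on single spots, which were chosen after seeing the data, the alternatives in this part were set before the data were examined. The number of genes called stayed within 1.5 times its value for falcarinol (1126 to 2141) and panaxydol (1416 to 2462) under all 15 alternatives.

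With normexp, 272 genes were called with isoniazid, 427 with ethambutol and 1545 with kanamycin. The counts at 2-fold were 240 for falcarinol and 324 for panaxydol, and 78.0% of the genes called with falcarinol were shared. Fitting only the conditions compared, with fewer arrays for the spread, gave 329 genes for isoniazid, 41 between falcarinol and panaxydol and 75.7% shared. With slide as a block, 838 genes were called with isoniazid. At an adjusted p under 0.05 the counts were 1121 for isoniazid, 1543 for ethambutol and 210 between falcarinol and panaxydol, by construction of the threshold. Kanamycin had the largest mean distance to the other conditions (0.657), also with the 75th percentile, quantiles, the deposited values, no floor, the filter on dim genes and the brightest probe. With normexp it was 0.367, against 0.391 for panaxydol and 0.392 for the vehicle control. The first principal component held 25.3% with gene-centred values. Apart from the smaller fit and the threshold, the cause was not tested.

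Of the changes of single genes under the alternatives, 869 kept their direction and side of the threshold, 4 became called, 11 were no longer called and 16 changed sign. Some of these genes were added to the comparison after their values had been seen. Not every change named was carried through the alternatives. MSMEG_4657 was left out. So were, among others, MSMEG_3901 and MSMEG_3899 with isoniazid, ethambutol and kanamycin, MSMEG_3521 with kanamycin and MSMEG_3538 with ethambutol. Of the changes carried through, those that changed sign were not called under any of the settings where they did so. With the 75th percentile, the log2 change of pcaC was 0.12 with falcarinol, 0.070 with panaxydol, where it was well above background on 0 of 7 arrays, 0.17 with ethambutol and 0.50 with kanamycin. That of MSMEG_3805 was 0.068 with isoniazid and 0.33 with kanamycin, and that of MSMEG_5570 was 0.027 with falcarinol and 0.0024 with panaxydol. With quantiles, MSMEG_3805 changed by -0.073 with ethambutol. With normexp, pcaC changed by 0.029 with falcarinol, 0.17 with ethambutol and 0.40 with kanamycin, MSMEG_3359 by 0.067 with isoniazid, MSMEG_3805 by 0.27 with isoniazid and 0.36 with kanamycin, and MSMEG_5570 by 0.0092 with falcarinol. The cause was not tested.

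The 75th percentile moved the median log2 change of all genes to 0.43 with kanamycin, 0.22 with ethambutol, 0.17 with falcarinol, 0.13 with panaxydol and 0.10 with isoniazid, from 0.09, 0.05, 0.02, 0.02 and 0.03. The share of higher genes among those called rose from 50.1 to 73.4% with kanamycin from 34.6 to 56.0% with ethambutol, from 49.9 to 59.8% with falcarinol, from 48.5 to 55.0% with panaxydol and from 48.9 to 53.9% with isoniazid. With the authors' deposited values it was 38.4% with isoniazid, 40.8% with falcarinol, 42.2% with panaxydol, 30.4% with ethambutol and 47.0% with kanamycin, and with quantiles 42.7, 43.3, 41.8, 30.8 and 49.0%. Directions of small changes therefore depend on the scaling.

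With the replicate number of the labels as a replicate block, 1641 genes were called with falcarinol, 1923 with panaxydol, 745 with isoniazid, 976 with ethambutol, 2657 with kanamycin and 137 between falcarinol and panaxydol. The requirement that every pair correlates above 0.1 was not met, and the main model did not pair the arrays. A requirement on every pair is strict and cannot exclude a weaker pairing. The deviations of arrays with the same number correlated above 0.1 in 3 of 6 pairs for falcarinol and the vehicle control, 2 of 6 for panaxydol, 5 of 6 for isoniazid, 4 of 6 for ethambutol, 4 of 6 for kanamycin and 5 of 7 between falcarinol and panaxydol, so in no comparison in every pair. Over all pairs of arrays, the median correlation was 0.159 with the same number, 0.107 with the same number on other slides and -0.026 with other numbers. It was 0.212 within a slide and -0.048 between slides. The higher values with the same number, also on other slides, leave some pairing by number open.

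Signal over background limits the changes of pcaC, ectB, MSMEG_1205 and MSMEG_3805, which lay at or near background on some arrays. The analysis of gene ontology terms and gene families and its alternative were not run.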

Differences from the paper's values

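The alternative on single spots in this part was chosen after the values had been seen. The paper gives 704 differentially expressed genes for falcarinol, and 1464 were called here. For panaxydol it gives 907, and 1785 were called here. As shares, the paper's values are 10% and 13% of the transcriptome, against 22.2% and 27.1% here. None of the 12 alternatives set before the data were examined brought either count within 1.5 times the paper's. Fitting only the conditions compared came nearest, with 1201 and 1416 genes. Requiring all spots of a gene to be called, chosen after seeing the values, gave 1126 and 1430. The paper also gives 99% of differentially expressed genes in common, without saying over what this is taken. Here the shared genes were 80.5% of those called with falcarinol, 66.1% of those with panaxydol and 57.0% of those with either. The share of the genes called with falcarinol was 75.7 to 81.4% under the alternatives, below 99% in each.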

Other observations

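The tests on the scan days in this part were chosen after the result was seen. The counts over other splits and the correlations were planned. For each treatment against the vehicle control, 100 splits of the same arrays were examined, and only 1, the real split, called as many genes. By these counts, chance can be excluded at a share under 0.05 for each comparison alone. The counts cannot decide this over the 5 together, since 100 splits give no smaller share than 1 in 100. The most genes called in another split were 786 for falcarinol, 297 for panaxydol, 375 for isoniazid, 4 for ethambutol and 1158 for kanamycin. In exact permutation tests of the distance from the vehicle control, adjusted p was 0.00097 for falcarinol and panaxydol. It was 0.0025 for isoniazid, ethambutol and kanamycin, with adjustment over all pairs of conditions. For the mean profiles, these values argue against chance over the 5 comparisons together. Between falcarinol and panaxydol, 2 of 100 splits called as many as the 97 genes of the real one, the real one included. Splitting the falcarinol and panaxydol arrays by scan day, 8 against 6, called 288 genes, more than the treatments did. Falcarinol had 5 arrays on the first day and panaxydol 3. With scan day as a block, 115 genes were called, and 91.8% of the 97 remained, which argues against scan day as the cause of most of them.

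The shared vehicle control is argued against as the cause of the similar changes of falcarinol and panaxydol. Their correlation across genes was 0.904, and 0.912 with slide as a block, against at most 0.560 in simulations. A common response to both compounds is a hypothesis that stays open. A difference in calls does not show a difference in response. In the direct comparison 98.5% of genes were not called, and 936 genes had an unadjusted p under 0.05.

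ectB fell with all 5 treatments, and MSMEG_1205 fell with ethambutol (log2 change -1.20, not called with the 75th percentile, -0.91) and kanamycin (-1.54) as well as with panaxydol. Among the reference genes of the real-time PCR, gidB was called lower with panaxydol (log2 change -1.28), ethambutol (-1.13) and kanamycin (-1.41), MSMEG_3584 was called higher with kanamycin (0.93), but not after normexp (0.55), and with falcarinol only with the replicate block (0.78), and MSMEG_5570 was called with none of the 5 treatments, although with slide as a block it was called with kanamycin (log2 change -0.54). Of the ribosomal protein genes, rpsN (MSMEG_1468) changed by 0.29 with kanamycin (limma adjusted p = 0.44) and was called lower with panaxydol (-1.01), but not with the 75th percentile (-0.98) or normexp (-0.90).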
